A study of Mus musculus with 11 samples.

How the data were processed

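The series holds 11 samples of mouse embryonic stem (ES) cells. Bulk RNA sequencing covered 6 libraries, 3 of cells embedded in agarose microgels and 3 of cells grown on tissue-culture plastic, all in 2i/LIF medium. This medium combines inhibitors of MEK and GSK3 with the cytokine LIF and holds ES cells in the naive pluripotent state. Per the labels, these libraries were made with Smart-seq2 from about 1000 cells each of a line named Rex1GFPd2. Single-cell RNA sequencing with inDrop, a droplet method that counts transcripts through unique molecular identifiers (UMIs), covered 5 libraries. Of these, 3 held wild-type E14 cells: in serum/LIF on plastic, in 2i/LIF on plastic and in serum/LIF in gels. The other 2 held lines labelled as carrying high and low overexpression of plakoglobin, the product of Jup, from a CAG promoter, in serum/LIF on plastic. They are called here the libraries labelled JupHigh and JupLow, since their Jup counts do not clearly bear out the labels. The parent line of both is not named in the labels. In the single-cell comparisons, wild type means E14 cells, and the control is wild type in serum/LIF on plastic unless another library is named.

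The bulk values are a signal that the authors obtained by dividing gene counts by one factor per library, as judged from the deposited values, since the labels state no step after library preparation. Every value of a library was a whole multiple of that library's smallest value above 0, so whole reads were recovered: 100% of the values came out whole within 0.01 reads. The sums of the values per library ranged from 967357 to 1010850, and the factor is not stated. For the single cells the deposited values are whole UMI counts per gene and cell barcode, without normalization. Aligner, counting tool, genome build and barcode filter are not stated in the labels for either assay, nor is it stated whether the counting used strand. The bulk columns for plastic carry both a gel and a plastic mark in their names, while the other 3 carry a gel mark alone. They were taken as plastic on that ground. The second plastic library is numbered differently in its title and its description, and the title was followed.

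The recovered reads per bulk library were 866721, 808903 and 707718 for gel and 2390575, 2583256 and 637235 for plastic. Groups were compared with limma 3.58.1 in R 4.3.3, with an intensity trend in the prior variance, on log2(value + 0.5). Genes entered when their recovered reads passed edgeR's expression filter, and p-values were adjusted with the Benjamini-Hochberg method at a threshold of 0.05. Fold changes are on the log2(value + 0.5) scale, which understates the change of low genes. The design had been written for counts with edgeR's quasi-likelihood test as the main test. Because the deposited unit is a signal, limma took its place, and edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. Replicate pairs were checked for duplicate libraries with a chi-square of their recovered reads over genes, which came to 1.58 to 2.20 per degree of freedom, so no pair differed by as little as sampling noise alone. The step was tested on simulated data: with 200 of 7878 genes changed 4-fold in reads drawn like those of the bulk comparison, 99.5% of the changed genes were called, 2.45% of the calls were false, and 0 genes were called when nothing was changed.

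Gene lists were written before the data were examined: naive pluripotency, general pluripotency, formative and primed pluripotency, early lineages, cell junctions, WNT targets, ERK targets, YAP targets, matrix and cytoskeleton, hypoxia and glycolysis, cell cycle, p53 targets, integrated stress, 2-cell-like state and fibroblasts. In bulk, lists with at least 3 tested genes were tested with camera at an inter-gene correlation of 0.01, with fry beside it, adjusted over the lists. The camera test sets the genes of a list against the other tested genes, while fry asks only whether the genes of the list changed. Genes named beyond the lists followed a rule set at the same time. In bulk it took the 5 largest fold changes in each direction among called genes whose gel values all lay on one side of the plastic values and whose mean was at least 5. In single cells it took the 5 largest ratios in each direction among genes at 100 CPM or more in the higher library, where CPM is the UMI count divided by the total of the library and scaled alike in every library to the customary total.

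Single-cell barcodes with at least 1000 UMIs were kept as cells, and no upper limit or doublet caller was used. An alternative left out barcodes above 3 times the library's median. Barcodes with at least 8 G at each end, and columns without a gene name (0.00509% to 0.499% of a table's UMIs), were left out. This left 725 cells and 2017950 UMIs for wild type in serum/LIF, 2889 cells and 8284254 UMIs in 2i/LIF, 112 cells and 236195 UMIs in gel, 1200 cells and 2878334 UMIs for the library labelled JupLow and 2153 cells and 4310792 UMIs for that labelled JupHigh. Counts were summed over cells and expressed as CPM of the library, with exact Poisson intervals at 95%. Ratios are log2 ratios of CPM + 1. Intervals of single-gene ratios are exact binomial ones, a choice made after the values were seen, and were also computed for Jup under each alternative based on summed counts. Intervals of list medians come from 1000 Poisson resamples. All of them cover counting error only. The place of a list's median is given among 10000 random lists matched on mean expression, as a description of these libraries. For shares of cells, each cell was thinned to 1000 UMIs. With 1 library per group there was no test between single-cell groups. The step was tested on simulated data for the library labelled JupHigh against that labelled JupLow: 95.4% of Poisson intervals over 6540 genes held the true mean. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

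The single-cell tables had 2 limits. The gel table is incomplete: its last entry breaks off, and 100% of its barcodes begin with A, against 38.5% to 39.2% in the other tables. The wild-type serum/LIF table appears to have been counted differently from the other 4. Of 1202 genes at 100 CPM or more in each of the other libraries, 38 had 0 UMIs there, against 0 such genes for each other library, and 52 genes at 100 CPM or more there lay under 5 CPM in each other library. Genes whose bodies overlap another gene on the same strand in GENCODE M21 (GRCm38) were therefore also left out as an alternative. A gene missing from a table was taken as 0, or as having no value where it has such an overlap. A count of 0 was given a floor of 3 UMIs for lower bounds on a fold.

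The alternatives tried were other scalings and tests, filters on low counts, pseudocounts, leaving out each bulk library, the replicate number as a block, other minimums of UMIs per barcode, a limit of 10% on mitochondrial UMIs, mean of per-cell CPM, totals without mitochondrial and ribosomal protein genes, and other thinning depths. Alternatives chosen after the data were seen were edgeR's TMM scaling on recovered reads, removal of GC and length trends, thinning of bulk reads, library-specific UMI minimums, genes without an overlap, and keeping the poly-G barcodes. No cells were clustered and no cell types were named.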

Results

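Transcription was measured in mouse ES cells to ask how growth in soft agarose microgels differs from growth on plastic, and how cells labelled as overexpressing plakoglobin (Jup), a catenin of cell junctions, differ from wild type. The bulk data comprised 3 gel and 3 plastic libraries in 2i/LIF with 637235 to 2583256 recovered reads. The single-cell data comprised 5 libraries of 112 to 2889 cells, with a median of 1731.5 to 2465 UMIs per cell. Each single-cell condition had 1 library, so none of the single-cell differences has a replicate check, and their intervals cover counting error only.

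The bulk table listed 12588 genes, of which 5 were at 0 in all libraries and 7878 were tested. Gel and plastic libraries separated on the first principal component, which took 62.8% of the variance. Correlations of log2 values lay between 0.953 and 0.985 within groups and between 0.870 and 0.918 across groups. limma with Benjamini-Hochberg adjustment called 2906 genes, 1438 higher and 1468 lower in gel. The groups did not overlap for 3897 of the tested genes (49.5%), where chance gives 10%, and for 2811 of the called genes. The alternative that moved the count most was the requirement of an absolute log2 fold change of 1 or more, which left 727 genes. On the recovered reads, edgeR with TMM scaling called 3158 genes and DESeq2 2188. Leaving out each library in turn gave 2317 to 2785 calls, and 1767 of the calls (60.8%) held in all of these fits while 0 changed sign. The plastic libraries included the deepest and the shallowest, and thinning all libraries to 637235 reads gave 2313 genes.

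Jup (chromosome 11, 100368958 to 100397763, minus strand, protein coding, in GRCm38 with GENCODE M21; the build used by the authors is not stated) had deposited values of 102.7, 90.9 and 96.2 in the gel libraries, a mean of 96.6 ± 5.93 (SD, n = 3). The plastic values were 9.56, 9.39 and 30.4, a mean of 16.4 ± 12.1 (SD, n = 3). They rested on 91, 74 and 70 reads in gel and 23, 24 and 20 in plastic. The log2 fold change was 2.74 (SE 0.31, adjusted p 5.94e-06 by limma with Benjamini-Hochberg adjustment), and every gel library lay above every plastic library. Leaving out plastic replicate 3 moved it most, to 3.28. Over all alternatives the fold change lay between 2.33 and 3.28, with a largest adjusted p of 0.000241.

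**Figure D1:**
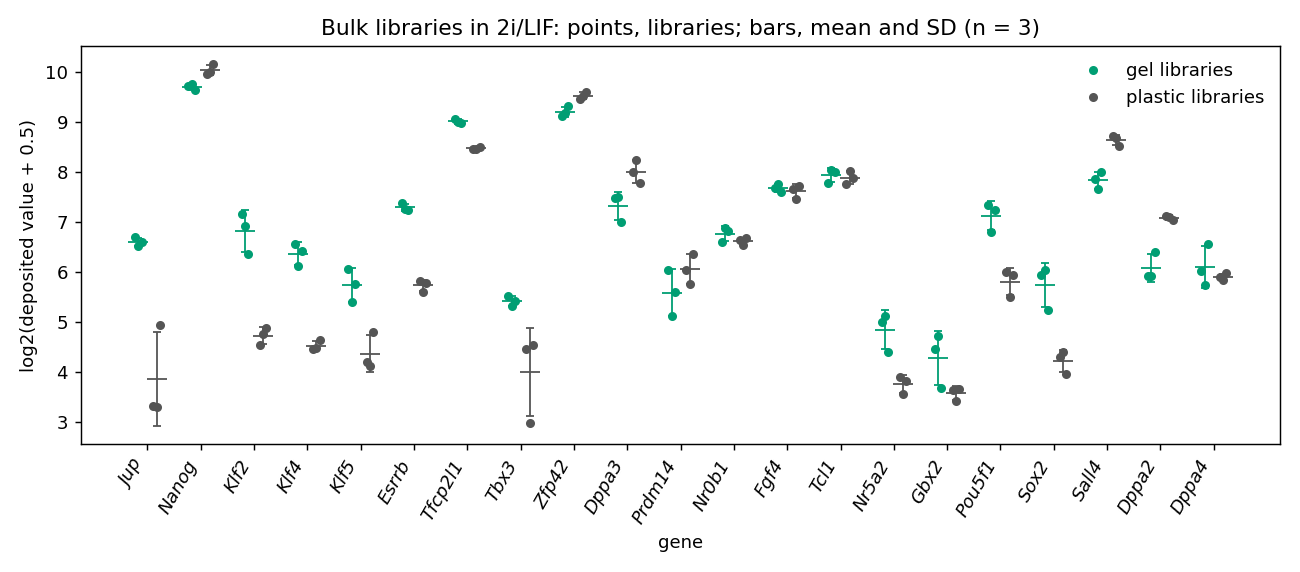
Deposited values of Jup, the 15 naive-list genes and the 5 general pluripotency genes in the 6 bulk libraries, on a log2(value + 0.5) axis. Points are libraries and bars are the mean and SD of 3 libraries; Jup, Klf2, Klf4 and Esrrb lie higher in every gel library, and Nanog and Zfp42 lie lower.

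The genes picked by the fixed rule for a rise in gel were Lars2, Atxn2l, Gm23935, Ap2a1 and Polr2a. Lars2 (chromosome 9, 123366927 to 123462666) had a mean of 1992 ± 885 in gel and 14.0 ± 1.26 in plastic (SD, n = 3), a log2 fold change of 7.02 (SE 0.20, adjusted p 1.05e-14 by limma with Benjamini-Hochberg adjustment). The log2 fold changes of the other 4 were 4.88, 3.98, 3.38 and 3.26. In the serum/LIF single cells the log2 ratios of gel to plastic were -1.72, 0.37, 0.90, 1.98 and 0.29 in the same order. The counting interval included 0 for each of these genes, so the rises were not seen there beyond counting error. Atxn2l rested on 1, 3 and 1 reads in bulk plastic, while the 2i/LIF plastic single cells held 2015 UMIs of it. Line and assay differ between these values. The genes picked for a fall were Cyp1a1, Xlr5b, Xlr5a, Stra8 and 1700013H16Rik. Cyp1a1 had a mean of 2.50 ± 2.20 in gel and 221 ± 19.3 in plastic (SD, n = 3), a log2 fold change of -6.73 (SE 0.54, adjusted p 1.23e-07 by limma with Benjamini-Hochberg adjustment). Xlr5b had 0 reads in all 3 gel libraries and a mean of 18.6 ± 8.86 in plastic (SD, n = 3), which makes it at least 14.97-fold lower in gel against a floor of 3 reads over the group. The log2 fold changes of Xlr5a, Stra8 and 1700013H16Rik were -5.05, -3.79 and -3.40. Xlr5a and Xlr5b are copies in one gene family, so the division of reads between them is uncertain. All 10 genes kept their direction and stayed past the threshold in every alternative that gave them a value. Single libraries moved the size of 4 of them by more than 1.5 times: Ap2a1 to 2.37 without plastic replicate 3, Cyp1a1 to -5.71 without gel replicate 2, Xlr5a to -5.95 without gel replicate 3 and 1700013H16Rik to -2.73 without gel replicate 1.

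Of 158 genes on the fixed lists, 79 were tested in bulk, and 46 of these were called when adjusted over all genes. The count was also 46 adjusted over the list alone. The naive list (15 tested genes) had a median log2 fold change of 0.54, with 7 genes called higher and 3 lower in gel. Esrrb rose from 52.8 ± 4.10 to 156 ± 8.68, Klf4 from 22.6 ± 1.47 to 82.5 ± 12.7 and Klf2 from 26.1 ± 3.02 to 115 ± 31.5 (SD, n = 3), while Nanog was lower in gel at 830 ± 31.8 against 1051 ± 77.3 and Zfp42 at 589 ± 42.3 against 737 ± 37.0 (SD, n = 3). The list did not pass the camera test (adjusted p 0.121 after Benjamini-Hochberg adjustment over 10 lists), and passed fry (adjusted p 0.00810). It also passed camera on edgeR's fit of the recovered reads with TMM scaling (adjusted p 0.00757). A filter of at least 10 reads in all 6 libraries moved its median most, to 0.15. Over all alternatives its adjusted p ranged from 0.00674 to 0.229.

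None of the other 9 tested lists passed camera either. Their median log2 fold changes were 1.09 for WNT targets, 0.53 for matrix and cytoskeleton, 0.49 for ERK targets, 0.45 for hypoxia and glycolysis, 0.20 for general pluripotency, -0.048 for integrated stress, -0.053 for cell cycle, -0.10 for cell junctions and -0.20 for p53 targets. By fry, matrix and cytoskeleton (adjusted p 0.000953), WNT targets (0.0136), hypoxia and glycolysis (0.0136) and ERK targets (0.0236) were higher, and cell cycle and p53 targets (0.0136 each) were lower, after Benjamini-Hochberg adjustment. Since 2906 of 7878 tested genes were called, passing fry does not set a list apart from the other genes. The mean and the camera direction of cell junctions and of integrated stress were positive (means 0.15 and 0.11) although their medians were negative. The median of integrated stress changed sign under 8 alternatives, that of p53 targets under 2, and those of cell cycle and of hypoxia and glycolysis under 1 each. The median of general pluripotency turned to -0.025 without gel replicate 3. It hides changes in both directions. Pou5f1 (log2 fold change 1.31) and Sox2 (1.51) were called higher in gel, and Sall4 (-0.80) and Dppa2 (-1.01) lower, while Dppa4 (0.20) was not called. The formative and primed, early lineage, YAP target, 2-cell-like and fibroblast lists had fewer than 3 tested genes and were not tested in bulk.

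In the single-cell libraries the level of the targeted gene was examined first. Jup had 74 UMIs and 36.7 CPM (28.8 to 46.0, exact Poisson interval at 95%) in wild type in serum/LIF on plastic, and 387 UMIs and 46.7 CPM (42.2 to 51.6) in 2i/LIF. It had 9 UMIs and 38.1 CPM (17.4 to 72.3) in gel, 109 UMIs and 37.9 CPM (31.1 to 45.7) in the library labelled JupLow, and 206 UMIs and 47.8 CPM (41.5 to 54.8) in that labelled JupHigh. The log2 ratio to wild type was 0.37 (-0.0079 to 0.79) for the library labelled JupHigh, 0.045 (-0.39 to 0.49) for that labelled JupLow, 0.054 (-1.13 to 1.06) for gel and 0.34 (-0.013 to 0.73) for 2i/LIF. The ratio between the libraries labelled JupHigh and JupLow was 0.33 (-0.0062 to 0.68). All 5 intervals included 0 in this setting, narrowly so for the library labelled JupHigh and for 2i/LIF. Of 9 alternatives that allow an exact interval, 5 put the whole interval of the library labelled JupHigh over wild type above 0, with the highest ratio under TMM factors (0.64, 0.27 to 1.06). The number was 4 of 9 for that library over the one labelled JupLow and also for 2i/LIF over wild type, 1 of 9 for the library labelled JupLow over wild type and 0 of 9 for gel. Whether Jup was higher in the library labelled JupHigh therefore depended on the processing, and 2i/LIF over wild type reached 0.59 under TMM factors without any overexpression label. The use of every deposited barcode moved a Jup ratio most, from 0.045 to 0.36 (0.094 to 0.65) for the library labelled JupLow. After thinning to 1000 UMIs, 2.62% of wild-type cells in serum/LIF (1.59% to 4.06%, exact binomial interval), 3.75% of cells labelled JupLow (2.75% to 4.99%) and 4.51% of cells labelled JupHigh (3.67% to 5.47%) had a Jup UMI. Before thinning these shares were 8.69%, 8.25% and 8.55%. After thinning, the share was 4.29% in 2i/LIF (3.58% to 5.10%), without an overexpression label, and 3.57% in gel (0.98% to 8.89%). Barcodes under 500 UMIs held Jup at 28.6 CPM in wild type in serum/LIF and 27.4 in gel. They held it at 49.5 in the library labelled JupLow and 57.0 in that labelled JupHigh. Free RNA can therefore account for part of the share in these libraries.

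**Figure D2:**
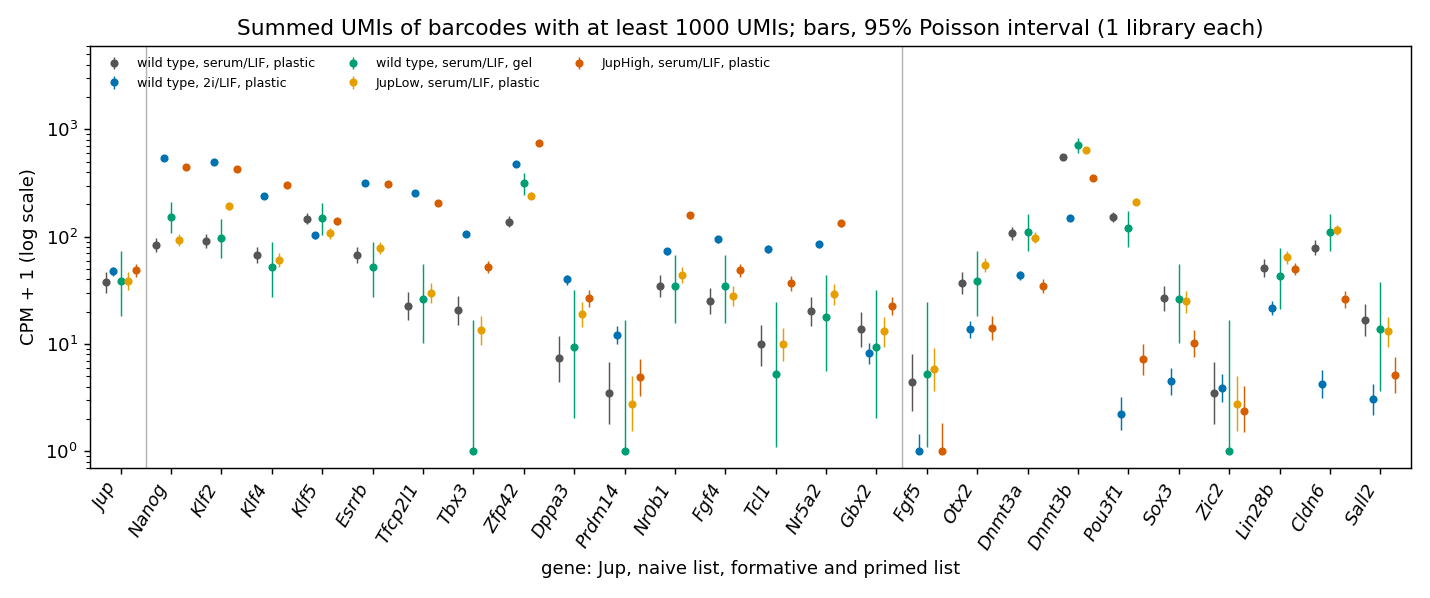
Summed UMI counts of Jup, the naive list and the formative and primed list in the 5 single-cell libraries, as CPM + 1 on a log axis. Points are single libraries and bars are exact 95% Poisson intervals; Jup lies between 36.7 and 47.8 CPM in all 5, and 13 of 15 naive genes lie higher in 2i/LIF than in wild type in serum/LIF.

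The naive list was compared to see how far the cells labelled as overexpressing Jup express naive genes in serum/LIF. Its median log2 ratio to wild type was 2.16 (1.92 to 2.27) in the library labelled JupHigh, with 14 of 15 genes higher, and 2.07 (1.87 to 2.34) in wild type in 2i/LIF, with 13 of 15 higher. Both lay above all matched random lists (percentile 100). The median was 0.16 (0.016 to 0.39) in the library labelled JupLow, at percentile 90.9, and 0.0072 (-0.56 to 0.25) in gel, at percentile 73.1. Its mean in gel was negative at -0.36, and 2 of the genes had 0 UMIs there. Between the libraries labelled JupHigh and JupLow the median was 1.84 (1.55 to 1.94), with 15 of 15 genes higher in the library labelled JupHigh. A pseudocount of 10 CPM moved a naive median most, lowering this last one to 1.45. Nanog (chromosome 6, 122707489 to 122714633) had 82.8 CPM in wild type in serum/LIF (70.7 to 96.3), 539 in 2i/LIF (524 to 555), 152 in gel (107 to 211), 92.4 in the library labelled JupLow (81.6 to 104) and 450 in that labelled JupHigh (430 to 470). Klf4 (chromosome 4, 55527143 to 55532466) had 66.9, 238, 50.8, 60.1 and 303 CPM, and Esrrb (chromosome 12, 86361117 to 86521628) 66.4, 318, 50.8, 78.2 and 308 CPM, in the same order of libraries.

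The formative and primed list had a median log2 ratio to wild type of -1.49 (-1.70 to -1.22) in the library labelled JupHigh, with 10 of 10 genes lower, and of -2.02 (-2.22 to -1.65) in 2i/LIF, with 9 of 10 lower. With genes at 0 UMIs set to their floor these medians were -1.39 and -1.80. The median was 0.28 (0.031 to 0.42) in the library labelled JupLow and 0.013 (-0.55 to 0.29) in gel, where the mean was -0.15. Between the libraries labelled JupHigh and JupLow it was -1.42 (-1.79 to -1.20), with 10 of 10 lower. The percentiles of these 5 medians were 0.05, 0, 96.2, 66.5 and 0. The alternative that moved a median most was a pseudocount of 10 CPM, which gave -1.12 in 2i/LIF. The median of the library labelled JupLow turned to -0.021 when every deposited barcode was used. Pou3f1 fell from 153 CPM in wild type in serum/LIF to 1.21 in 2i/LIF and 6.26 in the library labelled JupHigh, and was at 212 in that labelled JupLow.

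The spread of naive transcripts over single cells was examined after thinning each cell to 1000 UMIs. At least 1 UMI of the naive list was found in 47.2% of wild-type cells in serum/LIF (43.5% to 50.9%, exact binomial interval), 86.0% in 2i/LIF (84.7% to 87.2%), 42.9% in gel (33.5% to 52.6%), 45.8% of cells labelled JupLow (43.0% to 48.7%) and 88.2% of cells labelled JupHigh (86.8% to 89.5%). The median number of naive UMIs per cell was 0, 2, 0, 0 and 3. Without thinning, the shares were 67.3%, 93.9%, 58.9%, 66.2% and 95.1% at median depths of 2361, 2465, 1731.5, 2193.5 and 1902 UMIs. Thinning to 2000 UMIs moved a share most, to 68.9% of the 45 gel cells of that depth. No cell type lacking the naive genes was available as a background. Barcodes under 500 UMIs held the list at 677 CPM in wild type in serum/LIF, against 739 in its cells, at 937 against 944 in gel, at 835 against 949 in the library labelled JupLow and at 3636 against 3046 in that labelled JupHigh, so free RNA can account for part of the share in these 4 libraries. In 2i/LIF this background was not measured, since 1 barcode lay under 500 UMIs.

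**Figure D3:**
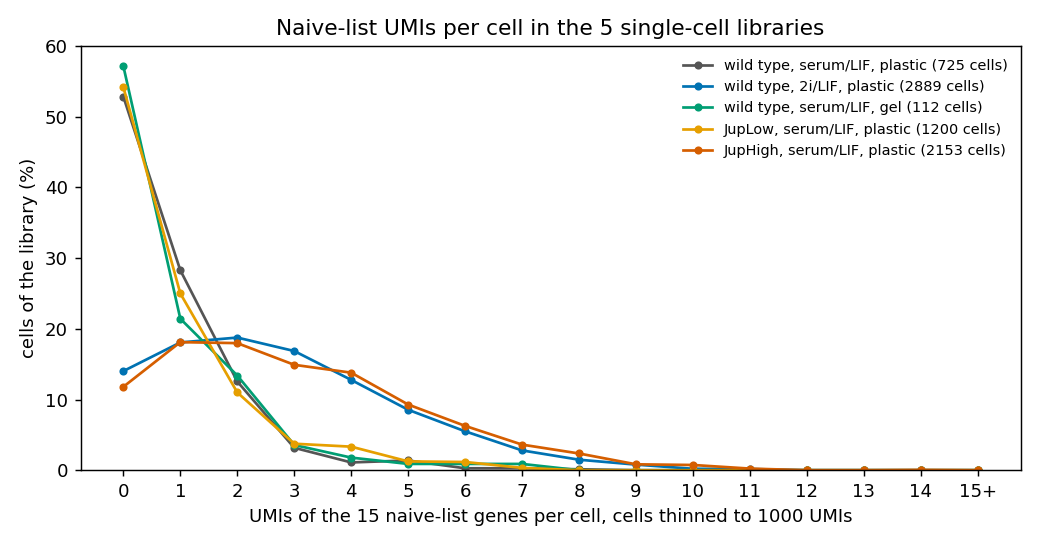
Share of cells (%) by the number of naive-list UMIs per cell, each cell thinned to 1000 UMIs, in the 5 single-cell libraries. Lines join the shares of one library; 11.8% of cells labelled JupHigh and 14.0% of wild-type cells in 2i/LIF had no naive UMI, against 52.8% of wild-type cells in serum/LIF.

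The other fixed lists were set against each other in the libraries labelled JupHigh and JupLow, whose tables were counted alike. The median log2 ratios were -1.34 for matrix and cytoskeleton (17 of 19 genes lower), -1.12 for cell junctions (12 of 14 lower), -1.09 for YAP targets (9 of 9 lower) and -0.72 for p53 targets (7 of 8 lower), at percentiles of 0, 0, 0.01 and 0.18. WNT targets had a median of 0.46 (-0.048 to 0.96; 7 of 11 higher) at percentile 99.7, and of 1.38 over the 7 genes without an overlap. General pluripotency had 0.25 (0.15 to 0.33; 3 of 5 higher) at percentile 98.5, and 0.11 over the 4 genes without an overlap. The 2-cell-like list stood at 0.95 (7 of 7 higher) and percentile 99.98, or at 0.17 with genes at 0 UMIs set to their floor. Zscan4c, Zscan4d and Zscan4f had 82, 103 and 117 UMIs in the library labelled JupHigh and 3, 10 and 10 in that labelled JupLow. Its other genes had at most 9 UMIs in either library, so their direction is uncertain. The fibroblast list stood at -1.63 and percentile 0.08, or at -0.86 with the floor. The medians were 0.037 for cell cycle, -0.0042 for integrated stress, -0.16 for early lineages, -0.20 for ERK targets and -0.27 for hypoxia and glycolysis, at percentiles of 89.9, 65.8, 49.8, 39.3 and 21.7. The mean lay well below the median for early lineages (-1.05; 9 of 14 genes lower and 5 higher). The same held for ERK targets (-0.58; 7 of 10 lower and 3 higher).

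To see how far the difference between the libraries labelled JupHigh and JupLow lay along the difference between the media, the log2 ratios were correlated across 6488 genes at 20 CPM or more, which are not independent replicates. Pearson's r was 0.435 and Spearman's rho 0.451 against the ratio of 2i/LIF to serum/LIF in wild type, where unchanged groups in 200 simulations gave -0.00019 on average and at most 0.0466. Restricting the genes to 100 CPM or more moved r most, to 0.351. Comparisons that share the wild-type serum/LIF library start above 0. With that library as the common control, r against the ratio of the media was 0.889 for the library labelled JupHigh (0.743 for simulated unchanged groups), 0.727 for that labelled JupLow (0.689) and 0.719 for gel (0.254). Spearman's rho was lower, at 0.676, 0.324 and 0.385. The simulated groups are unchanged, so they hold no difference in counting between tables. The wild-type serum/LIF table, which appears to have been counted differently, enters both ratios. For gel, ratios of 8-fold or more against it fell on 12.7% of overlapping genes and 2.21% of others. An r above the simulated value therefore cannot be ascribed to the conditions. Over genes without an overlap r was 0.854, 0.628 and 0.617. The simulated values cover all genes and not this set, so the fall cannot be ascribed to overlapping genes.

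Between the libraries labelled JupHigh and JupLow, the fixed rule picked 1700097N02Rik, Ntn1, Tfcp2l1, Trh and Cobl as higher, with log2 ratios of 3.85, 3.22, 2.78, 2.64 and 2.46. The first 3 overlap another gene on the same strand, so their counts are uncertain. It picked 4933404K13Rik, H19, Tagln, Acta2 and Krt18 as lower. 4933404K13Rik (chromosome 10, 43824200 to 43833392, a long noncoding RNA) had 675 UMIs in the library labelled JupLow and 0 in that labelled JupHigh, at least 337-fold lower. H19, which overlaps another gene, had 477 and 0 UMIs, at least 238-fold lower. Tagln fell from 613 to 5.10 CPM, Acta2 from 552 to 8.82 CPM and Krt18 from 299 to 5.57 CPM. Against wild type in serum/LIF, the same rule picked 15 genes over the 4 comparisons, and 14 of these stood apart in the wild-type serum/LIF table alone; the exception was Phkg1. They are therefore not read as differences between conditions. An example is mt-Nd4, with 0 UMIs in that table and 17697 CPM in the library labelled JupHigh.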

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

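The test on poly-G barcodes and that on the genes of opposite direction were chosen only after the results were seen.

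A signal appeared in parts of the tables that no comparison uses. Barcodes with a run of G at each end held 14707 UMIs in the wild-type serum/LIF table, 14505 in that for 2i/LIF, 17936 in that labelled JupLow and 13705 in that labelled JupHigh. The largest such barcode of the library labelled JupHigh had 0.999 genes per UMI, against 0.413 in its largest cell. Nearly every UMI thus fell on another gene, which is consistent with empty clusters read as G and not with a cell. No biological explanation was tested.

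Columns without a gene name also held UMIs: 6018 in the table labelled JupHigh, 16273 in that labelled JupLow, 8890 in that for 2i/LIF, 3225 in that for gel and 268 in that for wild type in serum/LIF. The genes behind them are not given, and no explanation, technical or biological, was tested.

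Of 55 genes compared, 10 moved in opposite directions in gel in the serum/LIF single-cell libraries and in the 2i/LIF bulk libraries, beyond the counting interval of the single cells. A further 4 moved the same way beyond it (Tpm1, Ldha, Pdk1 and Pgk1), and the other 41 were undecided. In single cells the log2 ratio of gel to plastic was 0.87 for Nanog and 1.19 for Zfp42, which were lower in gel in bulk. It was -0.77 for Spred1, -0.84 for Amotl2, -0.75 for Actb, -1.26 for Cnn2, -2.56 for Lama1, -0.70 for Vim and -1.47 for Sesn2, which were higher in gel in bulk, and Tbx3 was at least 1.56-fold lower. As a list, matrix and cytoskeleton had a single-cell median of -0.98 (-1.36 to -0.73), with 18 of 19 genes lower in gel. Its bulk median was 0.53 over 10 tested genes. Hypoxia and glycolysis had a single-cell median of 0.39 (-0.36 to 0.52) over 12 genes, 7 higher and 5 lower, and a mean of -0.030. Its bulk median was 0.45 over 7 tested genes, so whether the list kept the bulk direction was not settled. The difference between the 2 effects was not tested, and medium, line and assay all differ between them. A different counting of the wild-type serum/LIF table could produce such reversals. Set against the library labelled JupLow in place of that table, 5 of the 10 genes kept their single-cell direction beyond counting error (Nanog, Zfp42, Spred1, Amotl2 and Actb), while Lama1, Vim and Sesn2 turned. Of the 10 genes, 9 (all but Sesn2) have no overlap with another gene on the same strand, as have 46 of the 55 compared. Lack of an overlap does not free them from the counting, however. Of 52 genes at 100 CPM or more in the wild-type serum/LIF table alone, 16 had none. The 10 genes were also picked for the reversal, and the library labelled JupLow is another line with differences of its own. The counting and a biological difference therefore cannot be told apart. The effect of the medium stays open as untested.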

How the results depend on the processing

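Alternatives chosen only after the results were seen were edgeR with TMM scaling on recovered reads, the removal of GC and length trends, thinning of bulk reads, library-specific UMI minimums, genes without an overlap and the keeping of poly-G barcodes. Of 642 alternative values for 46 results, 563 kept their direction and side of the threshold or stayed within their spread, 12 became stronger, 53 moved, 14 reversed and 0 became weaker. The cause of the changes below was not tested unless stated.

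All 19 alternatives for Jup in bulk and all 179 for the genes picked by the rule stayed past the threshold in the same direction. The bulk count fell to 727 with an absolute log2 fold change of 1 or more added, by construction, and the other 19 alternatives stayed within 1.5 times 2906. With the replicate number as a block the count was 2988. The correlations of replicate deviations were -0.052, 0.016 and 0.024, so the numbers do not pair the libraries.

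The naive list in bulk passed the camera threshold on edgeR's fits, with medians of 0.550 (TMM), 0.557 (size factors of DESeq2) and 0.603 (upper quartile), and after removal of the length trend, with 0.314. Matrix and cytoskeleton also passed there, with 0.442. With fry in place of camera, which asks only whether the genes of a list changed, 7 lists passed at unchanged medians. The medians were 0.538 for naive, 1.09 for WNT targets, 0.489 for ERK targets, 0.532 for matrix and cytoskeleton and 0.446 for hypoxia and glycolysis. Those of cell cycle and p53 targets were -0.0528 and -0.202.

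The median of integrated stress reversed to 0.0851 (edgeR, TMM), 0.0924 (DESeq2 size factors), 0.141 (upper quartile), 0.0483 (DESeq2), 0.122 (length) and 0.149 (thinning), and lay between -0.111 and 0.172 when single libraries were left out. Cell cycle reversed to 0.00883 with upper-quartile factors. Without a filter, hypoxia and glycolysis reversed to -0.00429 and p53 targets to 0.00915, the latter also with at least 10 reads in all libraries; both settings change the genes tested. General pluripotency ranged from -0.0246 to 0.384 when single libraries were left out. None of these reversed lists passed the threshold under camera.

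For single cells, all 50 alternatives for the Jup ratios stayed within the counting interval of the reported value. Their own intervals, computed after the results were seen, lay above 0 for the library labelled JupHigh over wild type with every barcode (0.60, 0.33 to 0.89), a minimum of 500 UMIs, large barcodes left out, totals without mitochondrial and ribosomal protein genes, and TMM factors, and included 0 in the other 4. The naive median of the library labelled JupHigh over wild type moved to 2.37 without mitochondrial and ribosomal protein genes, 2.44 with TMM factors and 1.78 as a mean. That of 2i/LIF moved to 1.69 with a pseudocount of 10 CPM and 1.85 as a mean. Between the libraries labelled JupHigh and JupLow it moved to 1.97 with at most 10% mitochondrial UMIs, 2.01 without mitochondrial and ribosomal protein genes, 1.94 with TMM factors and 1.45 with a pseudocount of 10 CPM. The formative and primed median moved to -0.879 for the library labelled JupHigh over wild type, -1.12 for 2i/LIF and -0.842 between the libraries labelled JupHigh and JupLow with that pseudocount, which shrinks ratios by construction. It moved to -2.32 for 2i/LIF as a mean and to -1.83 between the labelled libraries with at most 10% mitochondrial UMIs. For the library labelled JupLow over wild type it moved to 0.499 with at most 10% mitochondrial UMIs and 0.446 with TMM factors, and reversed to -0.0215 with every deposited barcode.

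The correlation between the labelled libraries and the media moved to 0.374 and 0.454 at minimums of 500 and 2000 UMIs, 0.366 with every barcode, 0.399 with the mean of per-cell CPM, 0.445 with library-specific minimums, 0.351 at 100 CPM or more, 0.448 without mitochondrial and ribosomal protein genes and 0.511 over genes without an overlap. The correlations with the shared control ranged from 0.854 to 0.910 for the library labelled JupHigh, from 0.628 to 0.809 for that labelled JupLow and from 0.617 to 0.850 for gel. In 3 of the 4 the resampled interval has the value itself as its upper end, because resampling adds noise, so almost any change counts as a move.

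The share of cells with a naive UMI depends on depth by construction. Thinned to 2000 UMIs it was 59.3% in wild type in serum/LIF, 97.53% in 2i/LIF, 68.9% in gel, 65.9% in the library labelled JupLow and 98.0% in that labelled JupHigh. Not thinned, it was 67.3%, 93.9%, 58.9%, 66.2% and 95.1%.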

Other observations

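The tests on UMIs per cell, on the neighbours of 4933404K13Rik, on detection of 2 or more endoderm genes and on the correlations of bulk with single cells were written down before their own results, though after expression levels had been seen, from which the endoderm list and 4933404K13Rik were picked. The other tests in this part were chosen only after the results were seen.

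In bulk, 1 of 10 splits of the libraries into 3 and 3 reached as many genes as gel against plastic, that split itself, and the other 9 gave 0 genes each. With so few splits this count cannot by itself exclude chance, whatever its result. Sequencing bias could also produce calls. The fold changes rose with GC content (Spearman's rho 0.30): genes called higher in gel made up 7.15% of the fifth of genes with the lowest GC content and 33.0% of that with the highest, while genes called lower fell from 29.5% to 7.22%. After removal of each library's GC trend, 2704 genes were called, 78.6% of the original calls were among them, and Jup stood at 2.33. This was the lowest Jup fold change over all alternatives. With a GC content of 58.8%, Jup lies at percentile 96.6 of the tested genes, where the rise with GC content is strongest. Removal of the length trend gave 2.92 for Jup, and thinning to equal depth gave 2313 genes and 3.28 for Jup. These values argue against GC content, length and depth as the whole cause, while a part that goes with GC content stays open. The labels give no batches, so a difference in handling between gel and plastic stays open, beside the growth condition itself.

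Jup had a log2 ratio to wild type of 0.37 in the library labelled JupHigh, and of 0.31 to 0.64 over the alternatives, whose counting intervals reached up to 1.13. A transgene lacking the end of the transcript that the counts read could hide a raised level, and this cannot be told apart from an overexpression of that size or none, since no other measure of the transgene is given.

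The naive list was higher in the library labelled JupHigh. A library of cells grown in 2i/LIF could show this, but ERK targets lay 1.75 above the 2i/LIF library (log2 median, 1.47 to 1.94), with 9 of 10 genes higher. That bears on the medium at harvest, and earlier growth in 2i/LIF was not tested. A different counting of the wild-type serum/LIF table could also raise the naive list. The naive median was 1.84, however, against the library labelled JupLow, which does not use that table, and 2.03 against wild type over genes without an overlap. Thinned cells labelled JupHigh had 3.45 times the naive UMIs of those labelled JupLow, which argues against UMIs per cell. A difference between the lines unrelated to Jup cannot be told apart from an effect of Jup: the median between them was 1.84 with 1 line per level.

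Ratios of 8-fold or more against wild type in serum/LIF fell on overlapping genes more often than on others, with an odds ratio of 5.64 for the library labelled JupHigh and 0.961 for the library labelled JupHigh against that labelled JupLow. This is consistent with a different counting of the wild-type serum/LIF table. No biological explanation was tested.

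4933404K13Rik had 675 UMIs in the library labelled JupLow (235 CPM), 1 in 2i/LIF and 0 elsewhere. An insertion that raises the whole locus could explain it, but the median log2 ratio of its 4 neighbours with enough UMIs to the highest other library was -0.11. A change limited to this gene stays open as untested.

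Endoderm genes, a list chosen after the data were seen that shares 9 of its 12 genes with other lists, were higher in wild type in serum/LIF than in the library labelled JupLow. Over 10 genes without an overlap the median log2 ratio was 2.93 (2.43 to 3.32). The list was picked for this difference, and lack of an overlap does not free a gene from the counting: of 52 genes at 100 CPM or more in the wild-type serum/LIF table alone, 16 had none. The counting of the table and a difference between the cells therefore cannot be told apart. A subset of endoderm-like cells could explain it. Cells with 2 or more of the genes numbered 124 where independent detection gives 177, a ratio of 0.70 against the prediction, while cells with 3 or more, a limit the prediction did not name, numbered 63 where 39.7 were expected. Cells with none of the genes numbered 370 where 250 were expected. None of these counts is what independent detection at an even level gives, so the transcripts were concentrated in part of the cells. The surplus at 3 or more was also present in gel (3 against 0.412), in the library labelled JupLow (18 against 4.77) and in that labelled JupHigh (11 against 1.33). Since the test as predicted failed and the other counts had no prediction, an endoderm-like state of these cells stays open.

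Whether gels change the same genes in serum/LIF as in 2i/LIF was asked by correlating log2 ratios, with r of 0.030 over all 1434 genes and 0.021 over the 1099 genes without an overlap, a restriction chosen after the data were seen (Spearman's rho 0.075 and 0.089). Whether a higher Jup level changes the genes that gels change gave r of 0.054 over all 1462 genes and 0.088 over the restricted set, and Spearman's rho of 0.012 and 0.042, from the library labelled JupHigh over that labelled JupLow. From the library labelled JupHigh over wild type, r was 0.0094 and 8.6e-05 and rho -0.062 and -0.066. For 2i/LIF over serum/LIF in wild type r was 0.094 and 0.098 and rho 0.153 and 0.178. With 112 gel cells, and Jup levels whose difference depends on the processing, neither hypothesis could be decided.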
